A study of Mus musculus with 9 samples. Its data were reported in "Context-dependent enhancer function revealed by targeted inter-TAD relocation" (2022).

How the data were processed

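CUT&RUN libraries for HOXA13 and HOXD13 from mouse distal forelimb were analysed from the peak lists deposited by the authors, 1 list per library. Samples were grouped by genotype, stage and antibody from their titles. The growth protocol in the labels describes a single collection day for all samples, whereas 1 title gives E11.5 for the 542 HOXD13 library; that library is called by its label.

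According to the methods and the reporting summary of the study, adapters were trimmed with Cutadapt and paired reads mapped with bowtie2, wt libraries on mm10 and 542 libraries on the mutant genome. Alignments of low mapping quality and discordant pairs were discarded, and both mates entered MACS2 as separate read ends, each extended to 200 bp and centred on its start. The reporting summary names a step that removes duplicates, but the commands it lists only mark them and keep all of them at peak calling. No control library was used. Peaks were called per sample, so lists of replicates can be compared. The filter on mapping quality affects the sequence present in both copies of II1 in the 542 line, and duplicates, where retained, raise pileups.

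The deposited columns hold positions and 4 kinds of values. The fold enrichment deposited by the authors is a ratio of pileup to local background at the summit. The authors' −log10 p-value and −log10 q-value come from a Poisson test of the same pileup. The deposited score is an integer made from the −log10 q-value. These values belong to 1 peak each and were used only to rank, filter or describe peaks within a list.

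Rows with the same start and end were joined into 1 interval, whose main summit is the row with the highest −log10 p. Pileup and background were recovered by solving the deposited fold enrichment and −log10 p for both. The pileup came out whole, within 0.01 read ends, for at least 99.9% of summits in each library, and the genome background gave the number of read ends per library, between 36.9 and 65.5 M. On simulated data 100% of 4744 pileups were recovered, planted overlaps of 60% returned 60%, and windows with a planted consensus returned 31.6% where 31.6% was expected. Exact Poisson 95% intervals on pileups cover counting error only.

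The locus, II1 and the insertion site were placed as the study describes them. C-DOM ran from the start of the locus to Evx2 and T-DOM from the end of Hoxd1 to the insertion site (0.703 and 0.504 Mb). The first 600 bp of the insert were taken as II1 and the next 200 bp as promoter, from the order of the construct, since the mutant sequence was not used here. No coordinate was converted between the genomes, and chromosome 2 past the insertion site was left out of the overlaps between 542 and wt lists. Numbers of intervals per library were taken from whole lists. Gene annotation was GENCODE basic on GRCm38, the assembly of mm10, and sequence came from the same assembly. Coordinates are 1-based.

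Comparisons were the number of intervals, the overlap of the top 10000 intervals by −log10 p (at least 1 bp), II1 in each domain, density in C-DOM and T-DOM, the count in the locus against windows of 1.32 Mb that hold at least 1 interval and do not overlap it (the exclusion of overlapping windows was decided after first values were seen), and the consensus at summits. Tests were exact permutation tests of group labels or exact sign-flip permutation tests over libraries, with Benjamini-Hochberg adjustment over 8 tests. The sites named were fixed by rule: summits in II1 and in the insert, the 3 locus intervals outside II1 called in most wt libraries (ties by median within-library percentile of fold enrichment), and the 5 intervals in the top 10000 of all 6 wt libraries with the highest median percentile of −log10 p. Alternatives were a fold enrichment of at least 5, a −log10 q of at least 5, every summit row, autosomes and X only, the top 5000 or 20000 intervals, ranking by fold enrichment, reciprocal overlap of 50%, main summits within 100 bp, other domain bounds and measures, other motif windows, controls and consensus, each replicate left out, the replicate number as a block, and same-numbered pairs of wt libraries as units.

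Same-numbered wt libraries of different antibodies deviated together from their antibody means in the presence of 20310 merged top intervals, with correlations of 0.110, 0.143 and 0.348 for replicates 1, 2 and 3. Each is over 0.1, so the numbers were taken to pair these libraries, although HOXA13 replicate 1 with HOXD13 replicate 2 reached 0.219 and HOXA13 replicate 2 with HOXD13 replicate 1 reached 0.146. Among replicates 1 and 2 the numbers are therefore not told apart by these values, and only the pair of both replicates 3 exceeds all pairs of different numbers. The pairing comes from the replicate numbers in the titles. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.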

Results

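CUT&RUN maps where a DNA-binding protein sits by tethering micrococcal nuclease (MNase) to it with an antibody and sequencing the released fragments. It was applied to HOXA13 and HOXD13, a pair of homeodomain transcription factors of the developing digits, in distal forelimb cells of mouse embryos. The 9 libraries fell into 4 groups. There were 3 wild-type (wt) HOXA13 libraries and 3 wt HOXD13 libraries at E12.5. The other libraries came from the II1 T-DOM 542 line (542), in which a copy of the enhancer II1, followed by a promoter and the lacZ reporter, was inserted in T-DOM, the regulatory domain on the telomeric side of the HoxD cluster. Native II1 lies in C-DOM, the domain on the centromeric side. The 542 line gave 2 HOXA13 libraries at E12.5 and 1 HOXD13 library labelled E11.5. A single library has no replicate, so no spread is given for its group.

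Each library was deposited as a list of peak summits, and a peak interval can hold several summits. The lists held between 31195 and 187946 summits in 23939 to 117719 distinct intervals. The depth recovered from the lists ranged from 36.9 to 65.5 M read ends, where M stands for mega as in Mb. The number of intervals rose with depth over the 9 libraries (Pearson's r = 0.921, two-sided exact permutation p = 0.00042, Spearman's rho = 0.950, exact permutation p = 0.00035; both 0.0013 after Benjamini-Hochberg adjustment over 6 relations). Without the 2 libraries farthest from the median depth r was 0.839 (exact permutation p = 0.019, adjusted 0.023, n = 7). Within the 6 wt libraries r was 0.915 (exact permutation p = 0.019, adjusted 0.023) and rho was 0.886 (exact permutation p = 0.033, adjusted 0.033).

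**Figure D1:**
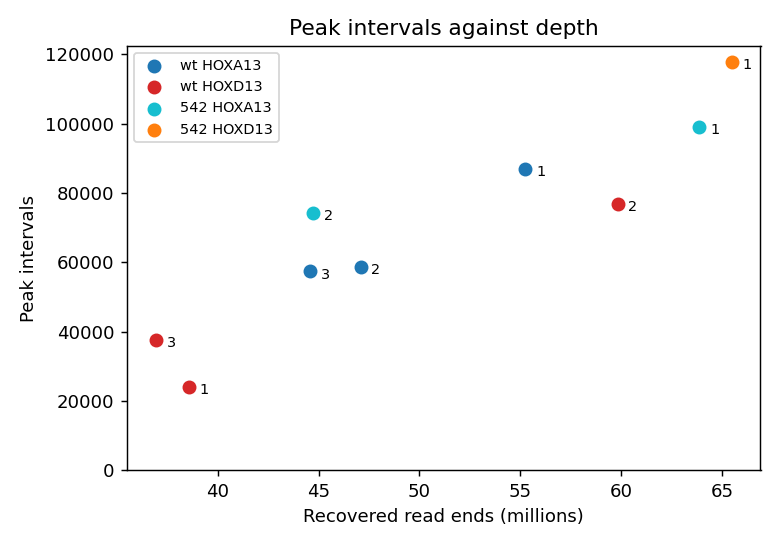
Number of distinct peak intervals (vertical axis) against recovered read ends in M (horizontal axis), 1 point per library, coloured by group and labelled with the replicate number. The 9 libraries rise together from 23939 to 117719 intervals.

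The first comparison asked whether the antibodies gave different numbers of peaks. Wt HOXA13 libraries had 67650 ± 16719 intervals (SD, n = 3) and wt HOXD13 libraries had 46122 ± 27462 (SD, n = 3). The ratio of their geometric means was 1.62, which was not larger than the spread between replicates (two-sided exact permutation test, p = 0.3, adjusted 0.343 over 8 tests, and 3 against 3 cannot go below 0.1). The alternative that moved this ratio most was leaving out wt HOXD13 replicate 2, which gave 2.21. The 542 HOXA13 libraries had 86717 ± 17498 intervals (SD, n = 2), and the ratio of wt to 542 HOXA13 was 0.773 (two-sided exact permutation test, p = 0.3, adjusted 0.343, smallest possible 0.1). Among intervals with a fold enrichment of at least 5 that ratio was 0.463 (exact permutation p = 0.2). The 542 HOXD13 library had 117719 intervals.

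Genotype cannot be separated from the reference used for mapping, because wt reads were mapped on mm10 and 542 reads on a mutant genome that carries the insert. Positions of chromosome 2 past the insertion site were left out of the overlaps that involve 542 libraries for that reason.

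The overlap between libraries was measured on the 10000 intervals of each with the highest −log10 p, a shared interval being one with at least 1 bp in common. Over the 6 wt libraries, pairs with the same antibody shared 64.3% of intervals and pairs with different antibodies shared 59.2%, a difference of 5.10 percentage points. Of the 10 splits of these libraries into 3 and 3, the real one ranked behind 1 other, which reached 6.01 (one-sided exact permutation test, p = 0.2, adjusted 0.343, smallest possible 0.1). Replicate 3 of both antibodies stood apart from replicates 1 and 2. The HOXA13 replicates 1 and 2 shared 84.3%, whereas replicate 3 shared 57.8% and 58.1% with them. HOXD13 replicates 1 and 2 shared 73.3%, and replicate 3 shared 56.9% and 55.5% with them. Replicate 3 of HOXA13 and replicate 3 of HOXD13 shared 65.1%. Within replicates 1 and 2 alone, pairs with the same antibody shared 78.8% and pairs with different antibodies 65.0%, a difference of 13.8 percentage points that 3 splits could not test below p = 0.33 (exact permutation). Replicate 3 alone has 1 library per antibody and gives no such value.

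For HOXA13, pairs within a genotype shared 71.4% and pairs between genotypes shared 68.4%, a difference of 2.97 percentage points (one-sided exact permutation test over 10 splits, p = 0.6, adjusted 0.6, smallest possible 0.1), and another split reached 5.07. The difference changed direction when either 542 library was left out (−2.62 without replicate 1, −0.607 without replicate 2). In replicates 1 and 2 alone the shares were 84.6% within and 73.5% between genotypes (exact permutation p = 0.33, the smallest possible with 3 splits). The 542 HOXD13 library shared 51.0% ± 6.28 (SD, n = 3) of its top intervals with the wt HOXD13 libraries, 52.0% ± 6.48 (SD, n = 3) with the wt HOXA13 libraries and 63.5% ± 2.81 (SD, n = 2) with the 542 HOXA13 libraries. Its overlap did not separate the antibodies in wt by this measure. With a reciprocal overlap of 50% the shares were 39.5% with wt HOXD13 and 47.3% with wt HOXA13.

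**Figure D2:**
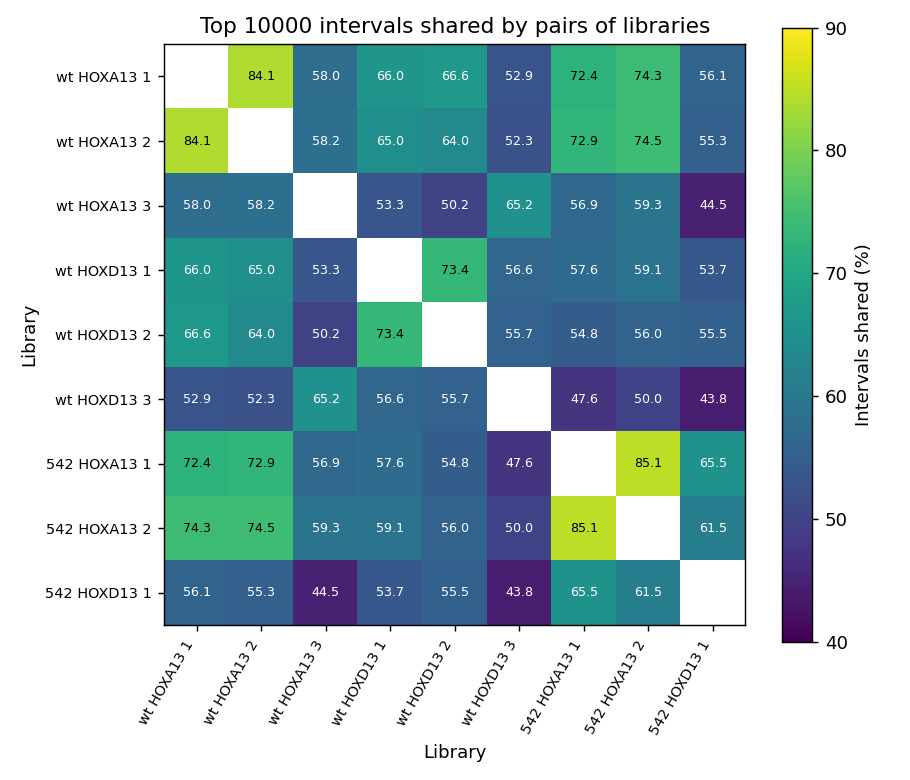
Percent of the top 10000 intervals shared by each pair of the 9 libraries (both axes list the libraries by group and replicate; colour and number give the percent), without chromosome 2 past the insertion site. Replicates 1 and 2 of the same antibody and genotype share 73.4 to 85.1%, and the highest value between wt and 542 HOXA13 libraries is 74.5%.

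Enhancer II1 was then examined at its native position in C-DOM. On mm10 it lies on chromosome 2 in intergenic sequence, 25208 bp from the nearest annotated gene, A630050E04Rik. All 9 libraries had a summit inside II1, and in each the interval covered the whole element. In wt HOXA13 replicate 1 the interval ran from 74074535 to 74076246, with the highest summit at 74075716, a fold enrichment of 9.02 and a recovered pileup of 408 read ends (95% exact Poisson interval 369 to 450). The main II1 summit of the other wt libraries lay at 74075724 and 74075747 for HOXA13 and at 74075690, 74075716 and 74075396 for HOXD13. Fold enrichments in wt ranged from 4.71 to 10.2 with HOXA13 and from 4.89 to 7.87 with HOXD13, the authors' values, which rank peaks only within a list. Between 3.49% and 15.9% of the intervals of a wt library had a higher fold enrichment than II1. By fold enrichment it ranked between 2 and 10 among the C-DOM intervals of each wt library. In the 542 libraries between 24.2% and 34.7% of intervals had a higher fold enrichment, and II1 ranked between 21 and 30 in C-DOM. These ranks set the II1 summit against the highest summit of each interval. In 542 the II1 interval itself held a higher summit outside II1, with fold enrichments of 7.68, 7.29 and 7.34. By −log10 p II1 ranked 1 to 5 in C-DOM in wt and 8 to 13 in 542. The median share of intervals with a higher fold enrichment was 13.9% over the 9 libraries, and ranking by −log10 p instead gave 1.35%. Both copies of II1 have the same sequence in the 542 line, and the authors kept only reads that could be placed uniquely. Native values of the 542 libraries therefore do not compare directly with those of wt.

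**Figure D3:**
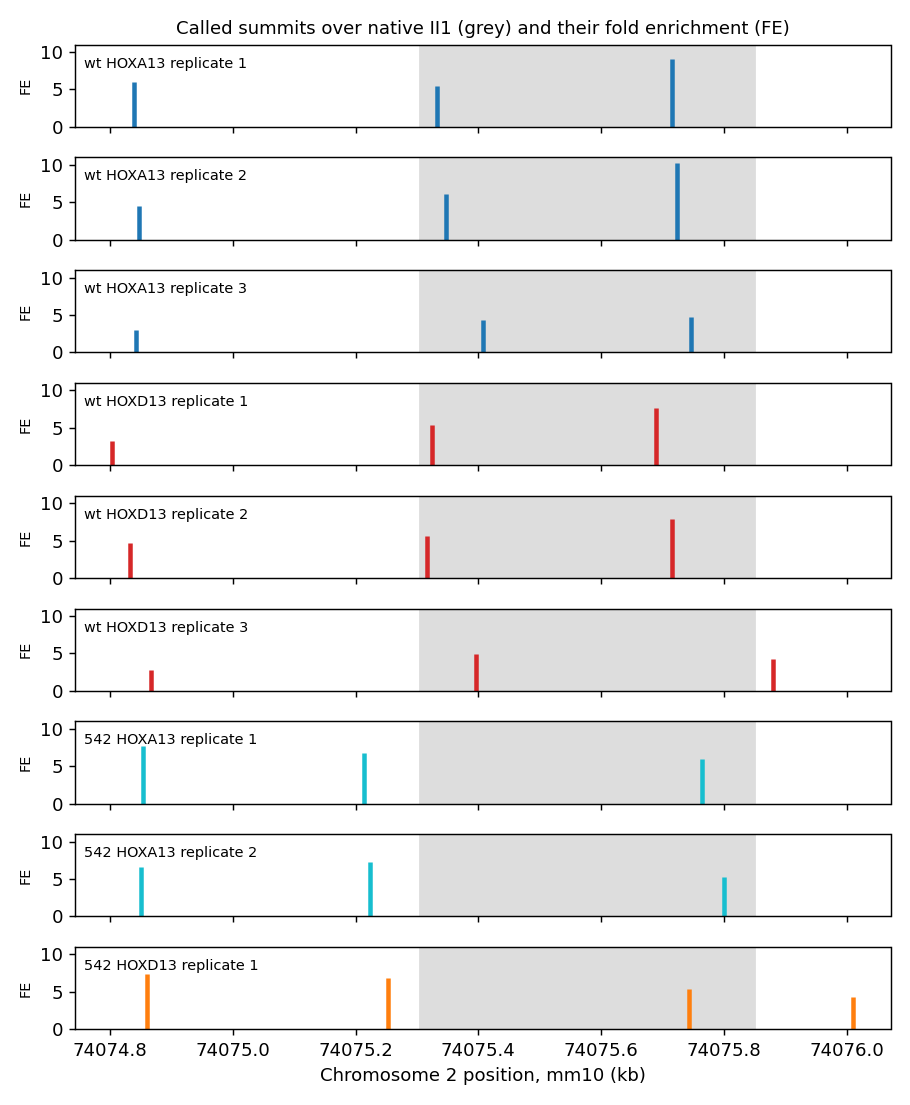
Called summits over native II1 in the 9 libraries (1 panel per library). The horizontal axis is the position on chromosome 2 in kb (mm10), bar height is the authors' fold enrichment (FE), and the grey band is II1. In all 6 wt libraries the highest bar lies inside II1, and in all 3 542 libraries it lies outside.

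At the insertion site, which lies in an intron of the annotated noncoding gene 2600014E21Rik, none of the 6 wt libraries had an interval within 1000 bp. This is the background for the inserted copy. In 542 HOXA13 replicate 1 an interval from 75269850 to 75270533, numbered on the mutant genome, held a summit in the II1 part of the insert at 75270077 with a fold enrichment of 10.2 and a pileup of 732 read ends (95% exact Poisson interval 680 to 787). The same interval held a summit in the promoter part at 75270297 with a fold enrichment of 11.8. In replicate 2 the II1 summit lay at 75270094 with a fold enrichment of 11.1 and a pileup of 446 read ends, and the promoter summit at 75270285 also had 11.1. The 542 HOXD13 library had an II1 summit at 75270054 with a fold enrichment of 8.24 and a pileup of 739 read ends, and a promoter summit at 75270323 with 9.25. No other summit was called from the start of the insert to 5000 bp past it. The study considers the peak over the promoter likely to be non-specific, from stray MNase cutting. The bounds of the II1 and promoter parts were inferred from the order of the construct, not read from the mutant sequence.

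Within a 542 library both copies come from one list and can be compared. The fold enrichment of II1 in T-DOM was 1.92 ± 0.29 (SD, n = 2) times that in C-DOM in the HOXA13 libraries and 1.53 times in the HOXD13 library. The alternative that moved the HOXA13 value most was the ratio of −log10 p, at 3.44. As recovered pileups, the ratios were 1.78 (95% interval 1.57 to 2.005) and 2.48 (2.08 to 2.95) for HOXA13 and 1.79 (1.58 to 2.01) for HOXD13. These intervals cover counting error only. They treat read ends as independent, although both ends of a fragment were counted and the command given by the authors kept duplicates, so they are too narrow. How much of the signal of each copy could be placed uniquely was not measured, so the ratio cannot be read as a ratio of binding. The promoter summit of the same T-DOM interval had 1.15 and 1 times the II1 pileup in 542 HOXA13 replicates 1 and 2. In the 542 HOXD13 library it had 1.12 times. Promoter signal may therefore be part of the T-DOM value, and it was not separated.

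The density of intervals was compared between C-DOM and T-DOM, the latter up to the insertion site. Wt HOXA13 libraries had 95.8 ± 13.2 intervals per Mb in C-DOM and 88.5 ± 19.6 in T-DOM (SD, n = 3), and wt HOXD13 libraries had 73.0 ± 28.8 and 57.5 ± 20.6 (SD, n = 3). C-DOM had the higher density in 5 of 6 wt libraries. The mean log2 ratio of densities was 0.23 and did not pass the threshold (two-sided exact sign-flip permutation test, p = 0.063; adjusted 0.25 over 8 tests). With the 3 same-numbered pairs as units p was 0.25 (exact permutation), the smallest possible. Over single libraries, the share of each domain covered gave 0.38 (exact permutation p = 0.031), while intervals with a fold enrichment of at least 5 gave −0.15 (exact permutation p = 0.47), the opposite direction. The density ratio was 1.09 ± 0.08 (SD, n = 3) for wt HOXA13, 1.26 ± 0.16 (SD, n = 3) for wt HOXD13 and 1.0009 ± 0.09 (SD, n = 2) for 542 HOXA13. Neither the antibodies (difference in mean log2 ratio −0.20, two-sided exact permutation p = 0.3, adjusted 0.343) nor the genotypes (0.13, two-sided exact permutation p = 0.3, adjusted 0.343) differed by more than the spread between replicates. With a fold enrichment of at least 5 the difference between antibodies was 0.46, and with the top 20000 intervals that between genotypes was −0.14, both in the opposite direction.

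The HoxD locus up to the insertion site was set beside windows of the same length across the genome. In wt HOXA13 replicate 1 it held 155 intervals, against a median of 45 per window and a highest count of 152. No window matched the locus in 6 of 9 libraries, and 1 window held at least as many intervals in each of the other 3. The median percentile was 100, also with a fold enrichment of at least 5. With that limit the percentile was 87.1 in wt HOXA13 replicate 3, where 206 windows held at least as many intervals. It was 98.1 in wt HOXD13 replicate 3 (27 windows) and 99.9 in wt HOXD13 replicate 1 (1 window). In the other 6 libraries no window matched the locus. Over the whole locus 54 merged intervals, II1 included, were called in all 6 wt libraries, of 258 in any.

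Outside II1, the locus interval with the highest median rank by fold enrichment among those called in all 6 wt libraries lay in C-DOM at 74380468 to 74381953 on chromosome 2, in intergenic sequence 73359 bp from 4930441J16Rik, with fold enrichments of 6.73 to 19.2. The next 2 were intergenic, at 74923082 to 74924049 near n-R5s198 and at 74907247 to 74908359 near Gm14427. Genome-wide, the interval with the highest −log10 p in the 6 wt libraries lay on chromosome 2 at 98666956 to 98667356 in an exon of Gm10800, with fold enrichments of 36.9 to 41.5. It was followed by an intron of Cic on chromosome 7 (25267404 to 25268493), a site 747 bp from Fbrs on chromosome 7 (127477766 to 127478968) and 2 wide intervals of the mitochondrial genome, at 10995 to 16366 and 1 to 4967. The first mitochondrial interval runs 67 bp past the end of that chromosome in the reference. The fold enrichments of these 2 intervals were only 2.32 to 5.72 and 2.07 to 5.42. No control library was used, so a high −log10 p at any of these genome-wide sites does not by itself mark HOX13 binding.

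The HOX13 consensus CYNRTAAA (Y is C or T, R is A or G, N any base) was counted in 50 bp around the main summit of the top 10000 intervals. It occurred in 19.04% ± 3.02 (SD, n = 3) of wt HOXA13 summit windows and 2.17% ± 0.23 (SD, n = 3) of control windows 1000 bp to each side. In wt HOXD13 it occurred in 12.502% ± 2.13 (SD, n = 3) of summit windows and 2.20% ± 0.06 (SD, n = 3) of controls. The consensus was more frequent at summits in 6 of 6 wt libraries, with a mean log2 ratio of 2.81 (two-sided exact sign-flip permutation test, p = 0.031, the smallest that 6 libraries allow). After adjustment over the 8 tests it was 0.25. With the 3 same-numbered pairs of wt libraries as units in place of 6 libraries, the raw p was 0.25 (exact permutation), the smallest that 3 pairs allow. The alternative that moved the mean log2 ratio most was the core RTAAA, at 1.02. The study searched for its motifs in peaks that include those of some wt libraries used here. A consensus that covers such motifs is not independent of these summits, so part of the excess may have been set in advance. Replicate 3 of both antibodies was in that search. In wt replicates 1 and 2, which were not, the log2 ratio was 2.62 to 3.39, but their top intervals overlap those of replicate 3. In 542 the consensus occurred in 25.0% ± 1.03 (SD, n = 2) of HOXA13 and 17.9% of HOXD13 summit windows. Native II1 held 1 match on the minus strand, at 74075701 to 74075708 (TTTATTGG on the plus strand).

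**Figure D4:**
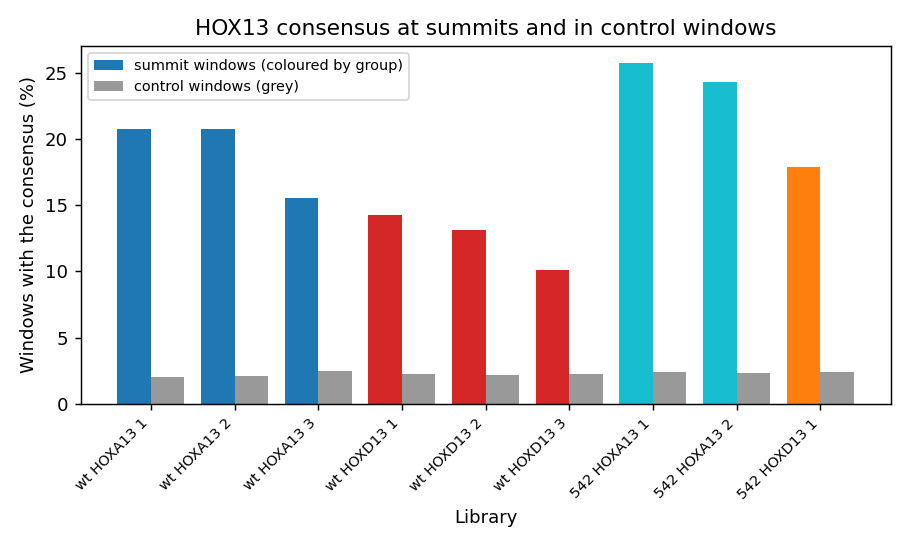
Percent of 50 bp windows that hold the consensus CYNRTAAA (vertical axis) in the 9 libraries (horizontal axis). Coloured bars are windows at the main summits of the top 10000 intervals and grey bars are control windows 1000 bp to each side; every coloured bar is above its grey one.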

Values the study reported

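The study cloned the II1 element as a fragment of 532 bp, at chr2:74075311-74075843 of mm10; its methods give slightly wider bounds, which were used here. It found HOX13 motifs at 4 positions inside this element, and 3 of these lay close together at one end of it, where the peak summits fell.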

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

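The tests of the height of native II1, of summit position at the edge of II1 and of the gap beside the insert were chosen after these results were seen; the comparison with other intervals genome-wide was chosen before its result was seen.

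The first pattern is the height of native II1 within its own interval, which moved in opposite directions in the genotypes. The pileup at the main II1 summit was above that of the highest other summit of the interval in all 6 wt libraries and below it in all 3 542 libraries. In wt HOXD13 replicate 3 these pileups were nearly tied, at 119 against 112 read ends. There the other summit lay at 74075880, past the telomeric end of II1, whereas in the remaining wt libraries it lay centromeric to II1. The mean log2 ratio was 0.80 in wt and −0.39 in 542, a difference of 1.19 (two-sided exact permutation test with the 3 same-numbered wt pairs and the 3 542 libraries as units, p = 0.1, the smallest possible). For HOXA13 alone it was 1.25 (exact permutation p = 0.1, the smallest possible). For HOXA13, ordinary variation between libraries is argued against as the whole cause. In the 6 pairs of wt and 542 HOXA13 libraries, 0.153 to 3.64% of the intervals with several matched summits fell as much as II1. No such comparison was made for HOXD13, where ordinary variation stays open. Both copies of II1 have the same sequence on the mutant genome. The study states that only reads reaching unique sequence outside the element were considered. Loss of reads that lie wholly inside II1 is therefore part of the processing of the 542 libraries. How much of the fall it accounts for was not measured. The summit nearest the centromeric edge lay 12 to 103 bp inside II1 in 6 of 6 wt libraries and 52 to 92 bp outside it in 3 of 3 542 libraries, which is consistent with loss of reads inside the element. A biological change at native II1 in the 542 line, added to this loss, stays open, since genotype and mapping genome go together, and was not tested.

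The second pattern is a weak interval in sequence just centromeric to the insert, part of no comparison above, where no wt library had an interval within 1000 bp. Its fold enrichment was 1.87 in 542 HOXA13 replicate 1 and 2.75 in the 542 HOXD13 library, and it was not called in 542 HOXA13 replicate 2. In both libraries it ended 67 bp into the insert, and the next interval began 258 and 259 bp into it, which left 190 and 191 bp without a call. Reads that cannot be placed uniquely in the first part of the insert may leave such a gap, yet the same gap would appear if the signal there was weak, so these cannot be told apart from peak lists. No biological explanation was tested.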

How the results depend on the processing

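The alternatives were fixed before the data were examined, except intervals per M read ends, the use of replicates 1 and 2 only, same-numbered pairs as units and the leaving out of replicates for the consensus, which were chosen after seeing the data. Of 116 alternative values over 14 results, 95 kept their direction and their side of the threshold or stayed within the spread between replicates. The threshold here was a raw p of 0.05, without adjustment. Most comparisons of groups could not go below p = 0.1 in an exact permutation test, so keeping their side of the threshold says nothing about their stability.

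Reversed values numbered 5. With a fold enrichment of at least 5 the mean log2 ratio of density in C-DOM to T-DOM was −0.15, and the difference of that ratio between antibodies was 0.46. With the top 20000 intervals the difference between genotypes was −0.14. The cause was not tested for these. The share of the domain covered gave a C-DOM against T-DOM ratio of 0.38, past the threshold on raw p only (exact permutation p = 0.031). That p was not adjusted and takes the 6 wt libraries as units. The cause was not tested. The genotype overlap ran from −2.62 to 11.1 percentage points as single libraries were left out, with 11.1 without wt HOXA13 replicate 3, and was negative only without 542 HOXA13 replicate 1 (−2.62) or replicate 2 (−0.607), when the 542 group has 1 library and no pair of its own.

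Leaving out 1 library for the consensus gave mean log2 ratios from 2.69 to 2.94 with p = 0.063 (exact permutation), the smallest that 5 libraries allow, so the number of libraries is the cause. The ratio of intervals between antibodies ran from 1.24 (without wt HOXD13 replicate 1) to 2.21 (without wt HOXD13 replicate 2), and the antibody overlap from 2.14 to 7.90 percentage points, 2.14 being the value without wt HOXA13 replicate 2, 2.84 that without wt HOXA13 replicate 1 and 7.90 that without wt HOXD13 replicate 3. The density difference between antibodies ran from −0.30 (without wt HOXD13 replicate 1) to −0.12 (without wt HOXD13 replicate 3). Without wt HOXA13 replicate 1 that between genotypes was 0.19, and without 542 HOXA13 replicate 1 it was 0.04, and without 542 HOXA13 replicate 2 it was 0.22.

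Among values without a test, the overlap of the 542 HOXD13 library with wt HOXD13 was 39.5% with reciprocal overlap and 38.8% with main summits within 100 bp. Under reciprocal overlap the value with wt HOXA13 was 47.3%, so the difference between wt HOXD13 and wt HOXA13 went from −0.948 to −7.81 percentage points, and the value with wt HOXD13 replicate 1 went from 53.7% to 31.3%; the cause was not tested. The share of intervals above native II1 was 1.35% when ranked by −log10 p and 30.1% among those with a fold enrichment of at least 5, a median over the 7 libraries in which II1 itself reached that value and not over all 9; the cause was not tested. The ratio of T-DOM to C-DOM for II1 was 3.44 (HOXA13) and 2.503 (HOXD13) from −log10 p, which grows with the pileup itself. For HOXD13 it was 1.79 from pileups and 1.72 with the promoter summit included; the cause was not tested.

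With the replicate block the wt HOXA13 to HOXD13 ratio of intervals was 1.62 (exact sign-flip permutation p = 0.5, 3 pairs) and the difference in density ratio −0.20 (exact permutation p = 0.25). For wt against 542 HOXA13, which share 2 numbers, the paired values were 0.832 and 0.10 (exact permutation p = 0.5 for both). The block changed no call in these comparisons. With same-numbered wt pairs as units the mean log2 ratios stayed at 2.81 for the consensus and 0.23 for C-DOM against T-DOM by construction. The raw p was 0.25 for both (exact permutation), the smallest that 3 pairs allow. The consensus no longer passed the threshold on raw p because there were fewer units. After adjustment over the 8 tests it had not passed with 6 libraries either. The real antibody split gave 5.10 percentage points, the highest of the 4 splits that part every pair, but another split, HOXA13 replicates 1 and 2 with HOXD13 replicate 2, reached 6.01. Depth limits the comparison of numbers of intervals, and per M read ends the antibody ratio was 1.46 (exact permutation p = 0.2).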

Other observations

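Tests of depth, of replicate 3 as a batch and of the start-site differences between antibodies were chosen after the results were seen; the tests of promoter cutting, of replicate numbers, of the numbering of chromosome 2 and of the E11.5 label were chosen before.

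Native II1 held 1 match to the consensus CYNRTAAA. That is lower than the number of motif positions quoted from the study above. The criteria differ, since a consensus without mismatches was used here and the study scanned II1 with the best motif of each of its datasets. No scored motif was scanned here, so the cause of the lower number was not tested.

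The top intervals of HOXD13 libraries lay near annotated transcription start sites more often than those of HOXA13 libraries. Within 1000 bp of a start site lay 19.3% ± 1.60 (SD, n = 5) of the top 10000 HOXA13 intervals and 32.9% ± 6.39 (SD, n = 4) of the HOXD13 intervals, with no overlap between the antibodies (two-sided exact permutation p = 0.0079, the smallest possible, 0.063 after adjustment over 8 comparisons). That test treats all 9 libraries as independent. In wt alone the values were 20.3% and 34.3% (exact permutation p = 0.1), and with same-numbered wt pairs p was 0.25 (exact permutation, 3 pairs), the smallest possible for each. At positions 10000 bp away the share was 4.07 to 5.48%. Depth is argued against as the cause: r with read ends was 0.083 (exact permutation p = 0.83) and rho was 0.033 (exact permutation p = 0.95) over 9 libraries, r without the 2 farthest in depth was 0.269, and the antibodies spanned overlapping depths of 44.6 to 63.9 and 36.9 to 65.5 M read ends. More promoter background behind the HOXD13 antibody is a candidate explanation. The enrichment of the consensus over controls near start sites was 5.63 with HOXA13 and 2.60 with HOXD13, 3.03 higher with HOXA13 (exact permutation p = 0.016, adjusted 0.063; with wt pairs 0.25, the smallest possible). Away from start sites the consensus lay in 18.1% of summit windows with HOXD13 and 24.1% with HOXA13 (exact permutation p = 0.087, adjusted 0.114), and in wt alone in 16.6% and 21.6% (exact permutation p = 0.3, adjusted 0.3), so whether the lower share with HOXD13 is particular to promoters stays open. Without a control library promoter background cannot be told apart from a true preference of HOXD13 for promoters, which stays untested.

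Cutting of open promoters by MNase without HOX13 binding was tested as the whole source of peaks near start sites. The consensus there was at least 2.17 times as frequent as in controls in each of the 9 libraries. The controls lay 1000 bp to each side and were not matched for promoter sequence. Promoter sequence that holds the consensus without HOX13 binding would give the same excess, so the test cannot decide. The enrichment of the consensus was 1.56 to 4.10 times stronger away from start sites, so a part of the promoter peaks may be background.

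Replicate 3 of both wt antibodies shared less with replicates 1 and 2. Cross-antibody wt pairs among replicates 1 and 2, and the pair of both replicates 3, shared 63.6 to 66.2%, and pairs of a replicate 3 with a replicate 1 or 2 shared 49.8 to 53.1%, a difference of 13.1 percentage points. This grouping was taken from the same overlaps, so the difference restates the pattern and tests no batch. The replicate number itself gave a difference of 8.27 points between same-number and other pairs, but 2 of the 6 ways to match the libraries gave a value as high, so it cannot be told apart from this grouping. Evidence from outside the overlaps is that the reporting summary of the study lists another read length for replicate 3 of both antibodies than for the other wt libraries, and that the labels mark HOXD13 replicate 3 as a sample analysed before. A batch could lower the overlaps that involve replicate 3, but it stays open. No biological explanation was tested.

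Library depth may account for much of the difference in the number of intervals between wt antibodies, since r was 0.915 over the 6 wt libraries, though the ratio per M read ends was still 1.46. The ratio of wt to 542 HOXA13 per M was 0.848, and 542 HOXA13 replicate 2 had more intervals (74344) than wt HOXA13 replicate 2 (58642) with fewer read ends (44.7 against 47.1 M). With 2 libraries against 3, depth and genotype cannot be told apart.

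Past the insertion site, summits of the 542 lists were displaced from wt HOXA13 replicate 1 by a median of 4217, 4217 and 4218 bp around the most common distance (the width of that window was set after first values were seen), and by 0 or 1 bp before it. This is consistent with a mutant genome that carries the insert and shifts the numbering.

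The 542 HOXD13 library, labelled E11.5, shared 43.8 to 55.5% (mean 51.0%) of its top intervals with wt HOXD13 libraries, which shared 55.7 to 73.4% with each other. The 542 HOXA13 libraries, which differ from wt in genotype and mapping genome too, shared 56.9 to 74.5% (mean 68.4%) with wt HOXA13 libraries, which shared 58.0 to 84.1% with each other. The reporting summary of the study also lists a read length for the 542 HOXD13 library that no other library has. For HOXD13, a wrong label, the stage, a batch, the genotype and the mapping genome could each lower the overlap, and with 1 library they cannot be told apart. On the stage, the reporting summary states that CUT&RUN used E12.5 embryos, while its own list of libraries gives E11.5 for this one.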
